# MicroRNA Expression Data Reveals a Signature of Kidney Damage following Ischemia Reperfusion Injury

**DOI:** 10.1371/journal.pone.0023011

**Published:** 2011-08-15

**Authors:** Michael D. Shapiro, Jessamyn Bagley, Jeff Latz, Jonathan G. Godwin, Xupeng Ge, Stefan G. Tullius, John Iacomini

## Abstract

Ischemia reperfusion injury (IRI) is a leading cause of acute kidney injury, a common problem worldwide associated with significant morbidity and mortality. We have recently examined the role of microRNAs (miRs) in renal IRI using expression profiling. Here we conducted mathematical analyses to determine if differential expression of miRs can be used to define a biomarker of renal IRI. Principal component analysis (PCA) was combined with spherical geometry to determine whether samples that underwent renal injury as a result of IRI can be distinguished from controls based on alterations in miR expression using our data set consisting of time series measuring 571 miRs. Using PCA, we examined whether changes in miR expression in the kidney following IRI have a distinct direction when compared to controls based on the trajectory of the first three principal components (PCs) for our time series. We then used Monte Carlo methods and spherical geometry to assess the statistical significance of these directions. We hypothesized that if IRI and control samples exhibit distinct directions, then miR expression can be used as a biomarker of injury. Our data reveal that the pattern of miR expression in the kidney following IRI has a distinct direction based on the trajectory of the first three PCs and can be distinguished from changes observed in sham controls. Analyses of samples from immunodeficient mice indicated that the changes in miR expression observed following IRI were lymphocyte independent, and therefore represent a kidney intrinsic response to injury. Together, these data strongly support the notion that IRI results in distinct changes in miR expression that can be used as a biomarker of injury.

## Introduction

Ischemia reperfusion injury (IRI) is a leading cause of acute kidney injury [1], [2], [3], that results in tubulointerstitial inflammation, cell death and a poorly understood repair process [4], [5], [6]. Renal IRI also leads to activation of innate and adaptive immune responses, resulting in tissue damage [7], [8]. The pathophysiology of injury and subsequent repair resulting from IRI has been extensively investigated, yet it is unknown how these processes are regulated and treatment is limited to supportive measures [2], [9].

microRNAs (miRs) are a class of small, noncoding RNAs that regulate gene expression [10], [11], [12], [13]. Given the emerging role of miRs in the control of various physiological processes, we hypothesized that miRs might play a critical role in the regulation of responses to renal IRI. To test this hypothesis we performed miR expression profiling on RNA isolated from the kidneys of mice that underwent unilateral warm ischemia and sham controls [14]. We determined that IRI leads to lymphocyte independent alterations in miR expression profiles, leading us to hypothesize that changes in miR expression could be used as a biomarker of renal injury resulting from ischemia and subsequent reperfusion. Here, we performed a detailed mathematical analysis of miR expression data using principal component analysis (PCA) in order to test the hypothesis that differential expression of miRs might serve as a biomarker of injury. We used spherical geometry to determine whether differences observed in miR expression between groups are significant.

## Results

### PCA of miR expression following unilateral warm IRI

To examine the possibility that changes in miR expression could be used as a biomarker for IRI, we observed changes in miR expression in C57BL/6 on days 1, 3, 5, 7, 14, 21 and 30 after warm ischemia (IRI) or sham surgery [14]. miR expression in naïve kidneys was used as a day 0 data point. 

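MicroRNA levels were read on 9 arrays that carried probes for 569 mature mouse miRs, each printed as 6 spots. Every sample was RNA pooled from 3 mice, and each surgery had 1 pooled sample per day, so that the days serve as replicates of an arm and no single day has a replicate. On 8 of the arrays the IRI pool of a day was labelled with the dye Cy3 and hybridised together with the sham pool of the same day, labelled with Cy5. The dyes were not swapped on any array, so a difference between IRI and sham that stays equal over the days cannot be told apart from a difference between the dyes. The naive pool was hybridised alone, in Cy3, on the remaining array. The paper's list of days gives 15 samples, namely naive and both arms on 7 days. IRI and sham pools of day 10 were also measured, and the paper gives no reason for leaving them out. Values are given first over the paper's samples, and then with day 10. The methods describe the mice as male, and the sample labels describe them as female.

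The authors deposited the scanner intensity of every spot and a table with 1 processed value per miR and sample. The median intensity of the 250 empty spots lay between 185.5 and 515.9 in the IRI samples, between 33.0 and 43.9 in the sham samples, and was 510.9 in the naive sample. The mean signal of the miRs over this background ranged from 525.5 to 1412 in the IRI and sham samples and was 208.7 in the naive sample. The median coefficient of variation between the spots of a miR was between 7.33% and 22.8% in the IRI and sham samples and 35.3% in the naive sample. A miR was counted as above background when its mean exceeded the median of the empty spots by more than 3 median absolute deviations, and 104 miRs were above background in all 17 samples. With 1 array per day, the number of arrays limits the precision of most values.

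The intensities were corrected for background with the normexp method of limma (offset 50) and the spots of each miR were averaged. The channels of each 2-colour array were matched by loess, the mean log2 intensities of the arrays were quantile-normalized together with the naive array, and the channels were rebuilt. The steps of the paper's methods followed. Values under 200 were set to 200, each value was divided by the naive value, and the natural logarithm was taken. Because every value is a ratio to the same naive pool, the spread between the spots of that array enters all of them, and it cancels in the difference between any 2 other samples. The same steps were run on the authors' processed values as an alternative.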

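After normalization, 159 of the miRs on the array reached the floor in at least 1 of the paper's samples. Resampling the spots of each miR moved this number by 2.63 (SD, 100 resamples). It was 162 once day 10 was included. Removing miRs by their mean signal, in place of a single sample that reached the floor, left 100 miRs. The paper's results describe a filter on the mean signal. The authors' processed values left 112 by the rule of a single sample. The largest change came from median scaling of the channels in place of loess and quantile normalization, under which every miR on the array reached the floor.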

We recorded expression of 571 miRs in miRBase 10.0. miRs with mean signal intensities under 200 were eliminated, leaving 144 miRs for analysis. Thus, we had a time series for each mouse group composed of points with 144 dimensions, i.e., points in **R** ^144^. We then analyzed these time series using principal component analysis (PCA).

PCA revealed that greater than 95% of the variance observed between samples from C57BL/6 mice that underwent IRI and sham controls could be explained by the first 9 principal components (PCs), with the first 3 accounting for over 65% of variance (Fig. 1A). Thus, the majority of the variance observed in this data set can be captured in three dimensions. 

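In the values computed from the scanner intensities, the first PC held 39.1% of the variance between the 15 samples, the second 22.1% and the third 9.92%. The first 3 PCs together held 71.1%, with an SD of 5.60 percentage points when each day was left out in turn (jackknife), and the first 9 PCs held 96.6%. Including day 10 gave 68.0% and 95.3%. Scaling each miR to unit variance before the PCA lowered the shares to 60.0% and 91.3%.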

We analyzed the first three PCs in order to determine whether changes in miR expression following IRI could be distinguished from those observed in sham controls by generating three-dimensional variance plots. 

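Seen from naive in the first 3 PCs, the directions of IRI and sham on day 1 lay 15.5° apart, with an SD of 1.92° when spots were resampled. The spread over days was larger, with a jackknife SD of 12.5°. With each later day left out in turn, the angle was between 8.64° and 25.2°. Both directions start at the same naive sample, so they are not independent. The lengths of the moves differed, at 13.0 for IRI and 8.48 for sham in units of the natural logarithm. The angle on day 1 was 32.0° over all detected miRs. Each of these points is 1 pooled sample, so no test between IRI and sham on day 1 was possible.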

Three-dimensional variance plots revealed that relative to naïve controls, IRI and sham samples showed similar changes within the first 24 hours resulting in similar linear trajectories (Fig. 1B–C). After day 1, sham controls exhibited variance that appeared to fluctuate around the values shown for day 1. 

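The distance of the sham samples from sham day 1 in the first 3 PCs lay between 2.04 on day 7 and 3.02 on day 30, in units of the natural logarithm. It was 2.88 on day 3, 2.41 on day 5 and 2.58 on day 21. Over all detected miRs, sham was between 5.00 and 6.57 away from its day 1.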

Presumably, this reflects alterations resulting from the effects of surgery itself. In contrast, the IRI samples exhibited changes in variance after day 1 that resulted in a visually distinct trajectory from that of sham controls (Fig. 1B–C), suggesting that miR expression following IRI is distinct.

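In the same 3 PCs, IRI was 4.23 away from IRI day 1 on day 3, 4.16 on day 5, 5.24 on day 7, 7.31 on day 14, 7.44 on day 21 and 6.65 on day 30. IRI was farther from its day 1 than sham was on each of the 6 later days, by 3.34 on average. The mean difference with day 10 was 3.12. All distances of an arm are measured from the same day 1 pool, so they are not independent, and no p is given. Over all detected miRs the distance of IRI from its day 1 was 5.40 on day 3, and between 7.25 and 7.79 from day 14 on. The difference from sham was then smaller, at 1.08 on average, with 0.396 on day 3, 0.228 on day 5 and 0.313 on day 7, and 2.69 on day 14.

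**Figure D1:**
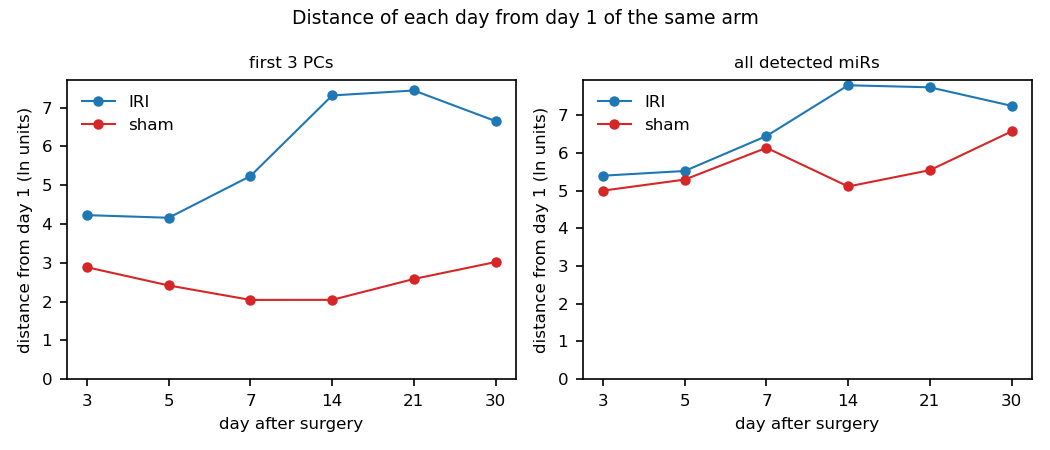
Distance of each later sample from day 1 of the same arm, in units of the natural logarithm of expression over naive, against the day after surgery (days evenly spaced, not to scale), for IRI (blue) and sham (red), in the first 3 PCs (left) and over all detected miRs (right). Each point is 1 pooled sample, so there are no error bars. IRI lies above sham on all 6 days in both panels.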

**Figure 1:**
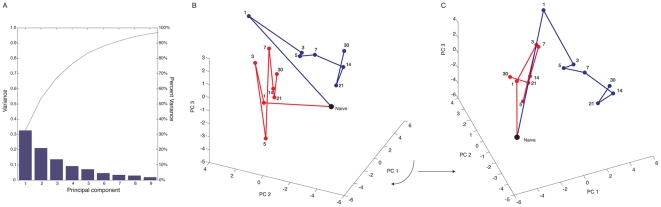
Principal component analysis of miR expression following unilateral warm IRI. Panel A, shown are variance plots of the first 9 PCs. The first 9 PCs account for over 90% of variance, while the first 3 PCs account for over 65% of variance. Panel B, three-dimensional plot of the first three PCs for mice undergoing either a sham procedure (red line), or IRI (blue line). Samples for naïve C57BL/6 mice are shown as a black dot. Numbers shown represent the time point analyzed in days. Panel C, shown is the plot from Panel B rotated clockwise in order to highlight differences observed for PC1 between samples. Because of the obvious constraints in depicting three-dimensional data as a two-dimensional figure we strongly encourage viewing original plots provided as .avi movies in the Supplemental Materials (Movie S1).

### Defining the significance of distinct patterns of miR expression based on PCA

We next sought to assign a *P*-value to our visual assessment of the trajectories that our PCA produced in order to determine statistical significance. Each data point in the above PCA is a three-dimensional representation of the changes in miR expression for a given sample at a given time point. In particular, we sought to determine if there are well-defined sham and IRI directions. In the case of samples from mice undergoing a sham procedure, we considered the naïve control the center of a sphere, and projected lines from the center of the sphere through each data point (days 1, 3, 5, 7, 14, 21 and 30). We then intersected the lines with the surface of the sphere to generate a new set of points, and measured the radius of the smallest circle that contained all of them. (Fig. 2A). In the case of sham samples, the points generated lie within a circle of radius 21.7°. 

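In the values computed from the scanner intensities, the 7 sham points lay within a circle of radius 12.3°, with an SD of 0.821° when spots were resampled. With each day left out in turn, the radius was between 11.2° and 17.9°. Day 10 widened it to 20.9°. The authors' processed values gave a radius of 26.8°.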

To determine whether the circle generated represents a direction, we took as our null hypothesis that the trajectory in question is a random walk. Using Monte Carlo methods we found that 600 in 10,000 random trajectories lie within a circle of equal or smaller size giving a *P*-value of 0.06. Thus, there does not appear to be a sham direction based on changes in the first three PCs.

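A share of 0.0014 of 10000 random walks with 7 unit steps lay within a circle as small as that of the sham points. With each day left out in turn, the share was between 0.0015 (without day 3) and 0.0334 (without day 1). When day 10 was included the share was 0.0395. From the authors' processed values it was 0.1504. Random walks whose steps had the observed lengths, in place of unit steps, gave a share of 0.1328. Seen from sham day 1 in place of naive, the later sham points lay within a circle of 55.5°, with a share of 0.7669.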

**Figure 2:**
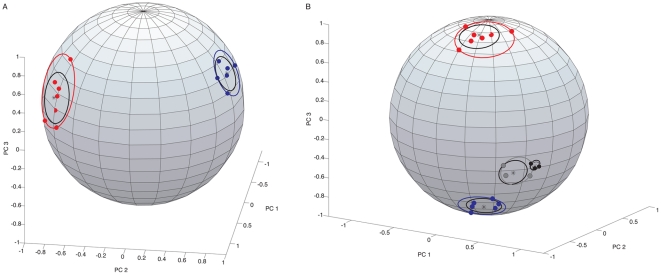
Determining the significance of distinct patterns of miR expression based on PCA. Panel A, shown are points on the surface of a sphere generated by, in the case of sham samples, placing the coordinates obtained for PC1-3 from naïve C57BL/6 kidneys at the center of a sphere and then projecting individual lines from the center of the sphere through each time point examined (days 1, 3, 5, 7, 14, 21 and 30) to the point where they crossed the surface of the sphere. The resulting seven points are shown in red for sham samples. The red circle shown is the smallest circle that contains all seven points, while the black inner circle represents the spherical standard deviation. For IRI samples we placed the coordinates of PC1-3 obtained for day 1 at the center of the sphere and then projected individual lines from the center of the sphere through each time point examined (days 3, 5, 7, 14, 21 and 30). The resulting six points are shown in blue. The blue circle shown is the smallest circle that contains all six points, while the black inner circle represents the spherical standard deviation. Panel B, analysis of the first three PCs of all IRI series as vectors emanating from the center of a sphere. C57BL/6 samples that underwent IRI are represented in blue. Rag-1^−/−^ and Rag-2/cγ^−/−^ samples that underwent IRI are shown as grey and black dots respectively. C57BL/6 sham control shown in red. Solid circles represent the smallest possible circle enclosing each group. Black lines represent standard deviation.

For mice undergoing IRI, we considered the day 1 samples the center of the sphere, and then projected lines from the center of the sphere through the subsequent data points (days 3, 5, 7, 14, 21 and 30). We then intersected these lines with the surface of the sphere to generate a new set of points, and measured the radius of the smallest circle that contained all of them (Fig. 2A). We projected from day 1 because based on histological data and PCA it is apparent that both tissue damage and alterations in miR expression occur after day 1. 

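Seen from IRI day 1 in the first 3 PCs, the 6 later IRI points lay within a circle of radius 15.2°, with an SD of 0.551° when spots were resampled. A share of 0.0131 of 10000 random walks with 6 unit steps lay within a circle as small. With each later day left out in turn, the radius was between 9.81° (without day 5) and 16.6°, and the share between 0.0026 and 0.0393. Including day 10 gave 17.5° and a share of 0.0206. The authors' processed values gave 13.1° and a share of 0.0048. With each miR scaled to unit variance before the PCA, the share rose to 0.0515, and with random walks of the observed step lengths to 0.1591.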

For IRI samples, the points generated fall within a circle of radius 14.6° giving a *P*-value of 0.0069 based on the Monte Carlo methods used above. The question arises, are these two groups distinct? To test this, we compared the spread of each group on the sphere (as measured by their spherical standard deviation) to the angular separation between the two groups. Dividing the angular separation by the maximum of the spherical standard deviations gives a discrimination of 8.06. 

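The mean directions of sham and IRI were 111° apart in the first 3 PCs, and the spherical standard deviations were 9.21° for sham and 10.7° for IRI. The discrimination was 10.4, with an SD of 0.407 when spots were resampled and a range from 8.90 to 12.5 when each day was left out in turn. It was 9.04 with day 10 included. The authors' processed values gave a separation of 122° and a discrimination of 7.59.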

(For details of this computation see Supplemental Information.) 

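The null was drawn as 10000 pairs of independent random walks with 7 and 6 steps. A share of 0.0005 of the pairs had a discrimination as large as that of sham and IRI in the first 3 PCs. With day 10 added the share was 0.0014, from the authors' processed values it was 0.0046, and with random walks of the observed step lengths it was 0.0376. In all of these, sham was seen from naive and IRI from its day 1. With both arms seen from naive the discrimination was 1.97 with a share of 0.5667, and with each arm seen from its own day 1 it was 1.86 with a share of 0.6043. The mean directions were 23.2° apart in the former and 82.3° apart in the latter.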

Assessing this discrimination by Monte Carlo methods shows that the sham and IRI directions are distinct with a *P*-value of 0.005.

To validate this analysis, we performed similar calculations using all 144 reliably detected miRs rather than restricting our analysis to the first three PCs. 

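Over all detected miRs, the 7 sham directions seen from naive lay within a circle of 22.4°, with a spherical standard deviation of 19.5°. The SD of the radius was 0.497° when spots were resampled. The radius was 25.5° with day 10 included. The authors' processed values gave a radius of 29.6° and a spherical standard deviation of 25.5°.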

We found that the radius angle of changes in miR expression in sham controls was 29.4° with a spherical standard deviation of 25.5°. Using Monte Carlo methods we obtained a *P*-value of 0.0001. Thus, analysis of the full 144 member set indicated that sham treatment results in a trajectory of variation in miR expression with a well-defined direction. Similarly, the radius angle of changes in miR expression in IRI samples was 23.8° with a spherical standard deviation of 22.3°. This resulted in a *P*-value of <0.0001, confirming that changes in miR expression over time following IRI represent a well-defined direction. 

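In as many dimensions as there are detected miRs, 0 of 10000 random walks lay within a circle as small as that of sham, and the median radius of the walks was 35.0°. The share was also 0 with day 10 added, and 0.0033 from the authors' processed values. Seen from sham day 1 in place of naive, the later sham points lay within a circle of 40.6°, and a share of 0.9999 of the walks lay within a circle as small.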

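In the values computed from the scanner intensities, the 6 IRI directions seen from IRI day 1 lay within a circle of 25.1° over all detected miRs, with a spherical standard deviation of 22.6°. The radius was 26.0° with day 10 included. The authors' processed values gave a radius of 23.0° and a spherical standard deviation of 21.3°.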

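Of 10000 random walks with 6 steps, 0 lay within a circle as small as that of IRI over all detected miRs, and the median radius of the walks was 33.9°. The share was 0 with day 10 added and from the authors' processed values. It was 0.0172 with random walks of the observed step lengths. Seen from IRI day 3, a centre chosen after the data were seen, the later IRI samples lay within a circle of 49.9° over all detected miRs, and all of the walks lay within a circle as small.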

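Over all detected miRs, with sham seen from naive and IRI from its day 1, the mean directions were 107° apart (SD 0.888° when spots were resampled) and the discrimination was 4.73 (SD 0.0617). Day 10 changed these to 109° and 4.62. The authors' processed values gave 108° and 4.25.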

The sham and IRI samples are separated by a radius angle of 107.3°, with a discrimination of 4.2. This corresponds to a *P*-value of <0.0001. Thus, the difference in directionality of sham and IRI data is not a random event, but rather reflects distinct alterations in miR expression. 

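None of the 10000 pairs of random walks had a discrimination as large over all detected miRs, nor did any with day 10 added or with the authors' processed values. With both arms seen from naive, the mean directions were 23.7° apart, the discrimination was 1.21, and all of the pairs of walks had one as large. The walks of a pair are independent, so a large share does not show that the arms have the same direction. With each arm seen from its own day 1, the mean directions were 90.5° apart, the spherical standard deviation of sham was 35.6°, and the discrimination was 2.54 with a share of 0.9636. The paper's line of reasoning runs from the PCA, in which the paths part after day 1, to circles on the sphere that test whether each arm has a direction, and from there to a discrimination that compares the angle between the arms with the spread within them. Since random walks seldom or never gave such circles and such a discrimination over all miRs, the paper concludes that sham and IRI follow distinct directions.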

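Seen from IRI day 1 in the first 3 PCs, the direction of IRI on day 3 lay 9.46° from the mean direction of the other later days. The same angle was 20.3° on day 5, 9.29° on day 7, 11.3° on day 14, 2.44° on day 21 and 16.3° on day 30. Over all detected miRs it was 25.6° on day 3 and between 19.4° and 36.0° on the other days. With both arms seen from naive, the angle between IRI and sham of the same day was 15.2° on day 3, 18.8° on day 5, 22.1° on day 7, 32.1° on day 14, 30.3° on day 21 and 41.2° on day 30 in the first 3 PCs. Over all detected miRs this angle between the arms was 32.0° on day 1, between 20.5° and 34.4° from day 3 to day 21, and 44.9° on day 30. Seen from IRI day 3 in the first 3 PCs, the later IRI samples lay within a circle of 73.7°, and a share of 0.9389 of random walks did so.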

The results indicate that the pattern of changes in miR expression is observed as early as day 3 after injury and is maintained throughout the course of the experiment. This suggests that the overall changes in miR expression we observed are due to a single process of response to injury. We therefore conclude that miR expression may be useful as a biomarker of IRI.

### The injury signature defined by PCA of miR expression data reflects a lymphocyte independent process

To examine the extent to which lymphocytes may affect miR expression profiles, we performed sham and IRI surgery on immunodeficient RAG-1 deficient mice (Rag-1^−/−^ mice) and RAG-2/common γ-chain cytokine receptor double knockout mice (Rag-2/cγ^−/−^ mice.) We examined miR expression over a 14-day time course as described [14] and as before, used naïve kidneys for each strain for day zero. We then used PCA on the resulting microarray data. This revealed that the first 10 PCs accounted for 92% of the variance, while the first three PCs account for 65% of variance. Thus, the majority of variance can be analyzed in three dimensions.

Three-dimensional variance plots of the first three PCs indicated that naive Rag-2/cγ^−/−^ and Rag-1^−/−^ mice exhibit an initial miR expression pattern that is distinct from wild-type C57BL/6 mice prior to any treatment (Fig. 3A). These data suggest that baseline levels of miR expression are different in the kidneys of immunodeficient and immunocompetent mice. In the immunodeficient mice, sham injury resulted in a trajectory that, after day 1, seems to fluctuate around the initial response (Fig. 3A). With respect to this observation they are similar to the C57BL/6 mice. IRI samples from Rag-2/cγ^−/−^ and Rag-1^−/−^ mice also exhibited alterations in miR expression that paralleled those observed for C57BL/6 IRI samples (Fig. 3A). Thus, changes observed in miR expression following IRI in C57BL/6, Rag-2/cγ^−/−^ and Rag-1^−/−^ mice are similar, and distinct from the changes observed in sham controls. These data suggest that the observed alterations in miR expression occur in a lymphocyte independent manner, and most likely reflect a kidney intrinsic signature of renal injury that may be useful as a biomarker.

**Figure 3:**
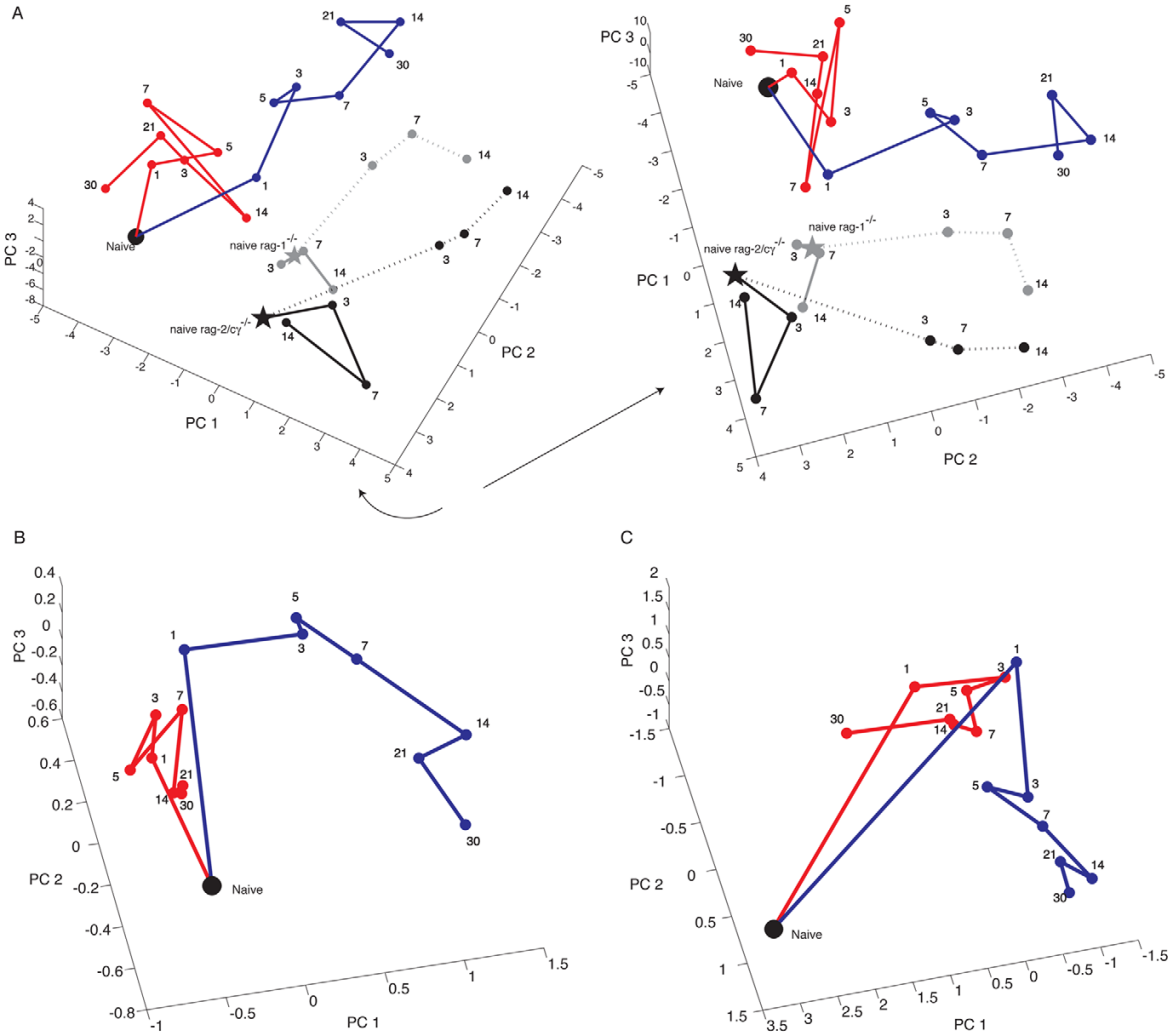
Distinct patterns of miR expression based on PCA are lymphocyte independent and can be detected using a limited set of miRs. Panel A, three-dimensional plot of the first three PCs for C57BL/6 mice undergoing either a sham procedure (red line), or IRI (blue line), Rag-1^−/−^ mice undergoing either a sham procedure (solid grey line) or IRI (dotted grey line), or Rag-2/γc^−/−^ mice undergoing either a sham procedure (solid black line) or IRI (dotted black line). Samples for naïve C57BL/6 mice are show as a black dot. Samples for naïve Rag-1^−/−^ and or Rag-2/cγ^−/−^ mice are shown as grey and black stars, respectively. Right panel, shown is the plot to the left rotated clockwise in order to highlight differences in PC1 between samples (Movie S2). Panel B, PCA of nine differentially expressed miRs. Shown is a three-dimensional plot of the first three PCs obtained by performing PCA on expression data for miR-21, miR-20a, miR-146a, miR-199a-3p, miR-214, miR-192, miR-187, miR-805 and miR-194 obtained for kidneys from C57BL/6 mice following IRI (blue line) or sham surgery (red lines) (Movie S3). Panel C, Shown is a three-dimensional plot of the first three PCs obtained by performing PCA on all expression data obtained for kidneys from C57BL/6 mice following IRI (blue line) or sham surgery (red lines) in which we eliminated miR-21, miR-20a, miR-146a, miR-199a-3p, miR-214, miR-192, miR-187, miR-805 and miR-194 from the analysis. Samples for naïve C57BL/6 mice are show as a black dot with a red center. Numbers shown represent the time point analyzed in days. (Movie S4).

### Defining the significance of a lymphocyte independent pattern of changes in miR expression

The question arises, are the responses of the immunodeficient mice to IRI similar to those of the C57BL/6 mice? To study this, we performed PCA on the combined data for all groups (Fig. 3A). As before we defined directions for the C57BL/6 IRI mice by taking the day 1 data point and projecting through the subsequent data points. For the immunodeficient mice, we used the day zero as our center of projection. We made this choice because the immunodeficient mice do not show an initial sham response. We then graphed these directions on a common sphere, and measured the angles between them (using spherical standard deviations as we did above to measure separation between the C57BL/6 sham and IRI groups). The Rag-1^−/−^ and C57BL/6 IRI groups are separated by 34.5°, while the Rag-2/cγ^−/−^ and C57BL/6 IRI groups are separated by 43.1°. Under the null hypothesis that the immunodeficient response is random, this degree of proximity would be expected with a *P*-value of 0.02.

### Defining a subset of miRs that can distinguish injured kidneys that underwent IRI

Our previous work showed that in C57BL/6 mice, expression of miR-21, miR-20a, miR-146a, miR-199a-3p, miR-214, miR-192, miR-187, miR-805 and miR-194 is significantly different between IRI and sham control groups at all times analyzed [14]. 

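The log2 IRI/sham ratio of each miR was tested over the 7 arrays of the paper's days with limma against 0, which takes the days as replicates. All 9 miRs that the paper names (miR-21, miR-20a, miR-146a, miR-199a-3p, miR-214, miR-192, miR-187, miR-805 and miR-194) had a Benjamini-Hochberg adjusted p under 0.05 over the 159 detected miRs and also adjusted over the list alone. The paper takes the list from its earlier work, and if the list was chosen on these samples, the latter is not independent evidence. MiR-21 was higher in IRI, with a mean log2 ratio of 2.38 (SE 0.17, adjusted p = 6.77e-05 from limma) and a higher value on 7 of 7 days. MiR-805 was lower, at -1.83 (SE 0.41, adjusted p = 0.0186 from limma), on 7 of 7 days. The mean log2 ratio was 1.86 for miR-199a-3p, 1.34 for miR-146a, 1.14 for miR-214 and 0.90 for miR-20a, and it was -0.84 for miR-187, -0.79 for miR-192 and -0.74 for miR-194. The largest adjusted p of the 9 was 0.0453, for miR-146a. By an exact sign-flip permutation test, two-sided, p was 0.015625, the smallest that 7 days allow, for miR-21, miR-20a, miR-199a-3p and miR-805, and it was 0.0625 for miR-214. With day 10 added, all 9 kept an adjusted p under 0.05. With day 14 or day 21 left out, 3 of the 9 did, and with a floor of 200 set before the ratio, 5 did.

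The sign of the ratio was that of the mean in 57 of the 63 values by miR and day. On day 1 the sign was opposite for 4 miRs, namely miR-146a, miR-214, miR-187 and miR-194. MiR-192 had the opposite sign on day 5, at 0.17, and miR-214 on day 30, at -0.02. The SD between the 6 spots behind a value was between 0.02 and 0.27, and 62 of the 63 values were farther from 0 than 2 standard errors of their spots, a spread that covers the array and not the mice. The probes of miR-20a and miR-146a have close relatives on the array, miR-17 and miR-146b, each different at 2 positions, and miR-192 differs from miR-215 at 3, so their signals can be shared. In the gene table of the assembly GRCm38.p6, in which 8 of the 9 miRs have a match, Mir199a-2 neighbours Mir214, and Mir192 neighbours Mir194-2.

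**Figure D2:**
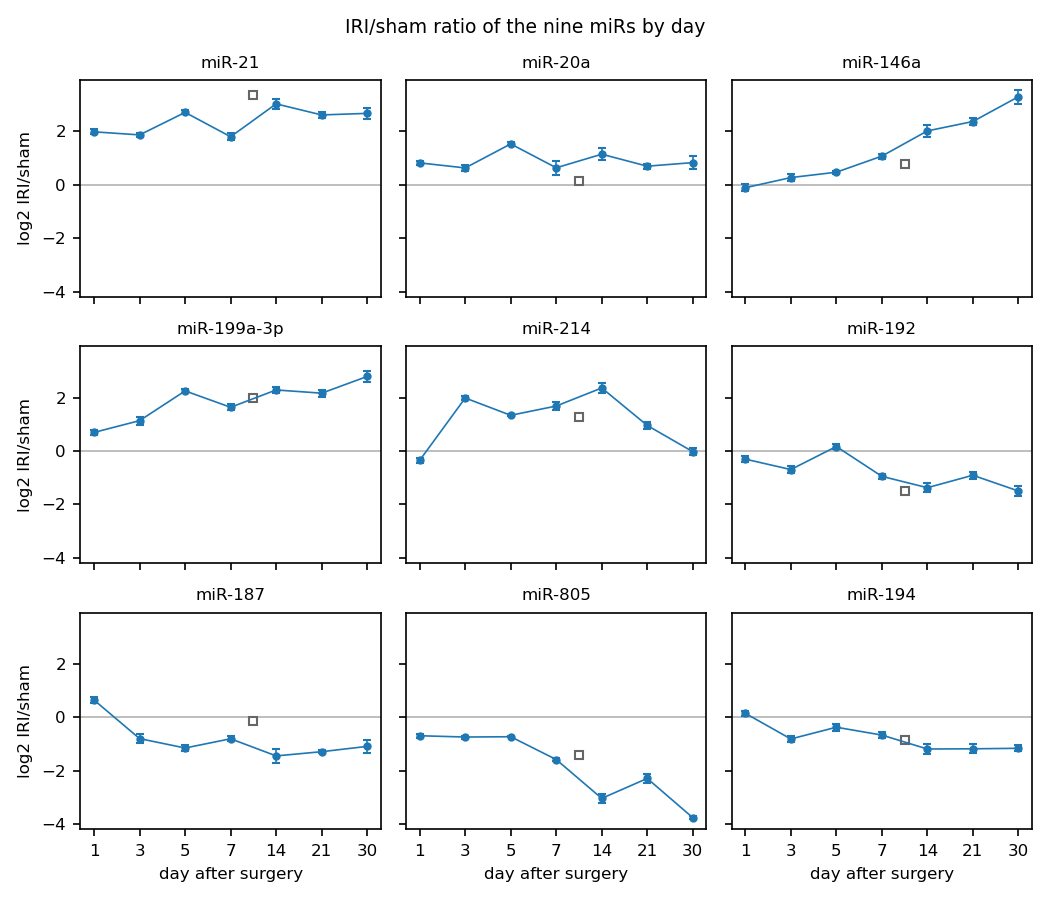
Log2 IRI/sham ratio of each of the 9 miRs against the day after surgery (days evenly spaced, not to scale). Points are the paper's 7 days with the SD between the 6 spots as error bars, and the open square is day 10, drawn without an error bar. MiR-21 stays above 1.80 on the paper's days, and miR-805 falls from -0.69 on day 1 to -3.75 on day 30.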

PCA confirmed that the expression profiles observed for these nine miRs in IRI and sham samples are distinct (Fig. 3B). Sham controls exhibit variation that fluctuated around the day 1 values, reminiscent of what we observed for the entire miR data set (Fig. 1B–C). 

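In the first 3 PCs of these 9 miRs, the sham directions seen from naive lay between 14.5° (day 1) and 57.3° (day 30) from the mean direction of the other days.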

And from day 1 onward, IRI samples exhibit variation that is visually distinct from sham samples. However, using the first three PCs of variance in these nine miRs, neither the sham nor IRI directions rose to statistical significance.

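In the first 3 PCs of the 9 miRs, with both arms seen from naive, IRI and sham of the same day were 15.3° apart on day 1. The angle was 42.4° on day 3, 52.0° on day 5, 37.0° on day 7, 70.3° on day 14, 67.8° on day 21 and 87.1° on day 30.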

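With the 9 miRs alone, the sham circle had a radius of 37.7° and a share of 0.3924 of 10000 random walks, and the IRI circle a radius of 24.8° and a share of 0.1422. Including day 10, the shares were 0.3624 and 0.1186. The authors' processed values gave shares of 0.4473 and 0.0935. The discrimination was 3.45, with a share of 0.2110. It rose to 7.18 without day 30 (share 0.0131) and to 6.77 with median scaling of the channels (share 0.0111), and kept its side of 0.05 under 19 of 21 alternatives. The IRI share fell to 0.0337 with median scaling of the channels, to 0.0247 with unit variance before the PCA, to 0.0305 against independent points in place of random walks, and to 0.0318 without day 30. The sham share stayed at 0.0533 or more under the alternatives tried.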

We also performed PCA on miR expression data in which these nine miRs were eliminated from the full data set, a “digital knockout”. This changed the profile of the 3D-plot that was generated in that the discrimination observed between samples in each groups was reduced (Fig. 3C). However, the direction of variance for samples from sham and IRI treated mice remained significantly different. These data therefore suggest that these nine differentially regulated miRs are not the only miRs in this set that could serve as effective biomarkers of renal IRI, although their expression is different in IRI and sham samples.

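With the 9 miRs set to 0, the discrimination was 10.0 in the first 3 PCs, lower by a difference of -0.378 from that with all miRs (SD of the difference 0.208 when spots were resampled). The authors' processed values gave a difference of -0.976. The difference was below 0 in 15 of 16 settings that kept both centres, from -1.88 to 0.384. With each arm seen from its own day 1 the discrimination rose after the knockout, from 1.86 to 2.01, and from 1.06 to 1.63 in the authors' processed values. When random sets of 9 detected miRs outside this list were set to 0 in the same way, the median discrimination was 10.4, and 21.9% of the sets lowered it as much.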

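After the digital knockout, the share of random walk pairs with a discrimination as large was 0.0009, and it was 0.0021 with day 10 added. The sham radius was 12.1° with a share of 0.0013, and the IRI radius 16.4° with a share of 0.0208. Including day 10, these shares were 0.0521 and 0.0365. From the authors' processed values the discrimination was 6.61 with a share of 0.0130, and the sham share was 0.2221. With both arms seen from naive the discrimination was 1.68 with a share of 0.6596.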

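Over the paper's days, 46 of the detected miRs differed between IRI and sham at an adjusted p under 0.05 (limma on the log2 IRI/sham ratios), 28 of them higher and 18 lower in IRI, and 37 of the 46 are not among the 9. The number was 59 with day 10 and 19 without day 21. The authors' processed values gave 28. Among the miRs with the same sign on all 7 arrays, the highest mean log2 ratios after miR-21 and miR-199a-3p were those of miR-146b (1.82, SE 0.46), miR-155 (1.61, SE 0.20) and miR-15b (1.40, SE 0.10). Low values after miR-805 were those of miR-455 (-0.83, SE 0.19), miR-188-5p (-0.48, SE 0.09) and miR-200b (-0.38, SE 0.12). MiR-377 was selected as well, but it was not above background in any IRI sample, so its place in the order is not known, and it was at least 1.65-fold lower in IRI, taking the weakest miR above background as its upper limit, a bound that is open to dye bias. The order depends on the processing: the authors' processed values gave 3.04 for miR-146b, above the 2.60 of miR-21 and the 1.80 of miR-199a-3p. MiR-188-5p was above background in 2 of 7 IRI and 6 of 7 sham samples, so the size of its ratio and its place in the order are uncertain. MiR-146b was above background in 5 of 7 sham samples, and its probe differs from that of miR-146a at 2 positions. MiR-200b lost its adjusted p under 0.05 in 11 of 16 alternatives.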

## Discussion

Using PCA to examine miR expression over a time course we were able to generate 3 dimensional plots in which it is apparent that over the course of injury, miR expression changes in a distinct fashion that can be described based on the trajectory of the lines obtained by plotting variance for the first 3 PCs. Directions are naturally represented as points on a sphere. Using this property we were able to combine Monte Carlo methods and spherical geometry to assess the statistical significance of these directions. Using this novel approach we were able to determine that observed directions are not random events. We suggest that the apparent directionality of sham and IRI data reflects predictable alterations in miR expression throughout the course of an injury response. Importantly, because this approach allows us to analyze data for individual time points, these results also indicate that the pattern of changes in miR expression following injury is observed as early as day 3 and continues throughout the course of the experiment. This suggests that the overall changes in miR expression we observed are due to a single process of response to injury. Thus, these methods allowed us to determine that miR expression profiling can be used to distinguish between kidneys that have undergone IRI and sham controls and miR expression may therefore be useful as a biomarker for IRI.

Based on PCA miR expression profiles in naïve Rag-2/cγ^−/−^, and Rag-1^−/−^ kidneys do not appear to be the same as observed for naïve C57BL/6 kidneys in that the initial condition described for naive immunodeficient mice results in a plot is distinct from that observed for C57BL/6 even though all mice are on the C57BL/6 background. These data suggest that baseline levels of miR expression are different in the kidneys of immunodeficient and immunocompetent mice. We suggest therefore that it is critical to use caution when comparing the effects of kidney injury in immunodeficient and immunocompetent mice in terms of concluding that differences in results obtained are attributable to immunodeficiency alone since the baseline state of the kidneys from these animals varies dramatically. Nevertheless, our data suggest that the trajectories of miR expression changes following IRI are similar in C57BL/6 and immunodeficient and therefore lymphocyte independent.

We previously suggested that of the miRs analyzed, nine (miR-21, miR-20a, miR-146a, miR-199a-3p, miR-214, miR-192, miR-187, miR-805 and miR-194) stand out as being differentially expressed in C57BL/6 mice undergoing IRI compared to the expression observed in mice undergoing a sham procedure [14]. Expression of these miRs in kidneys from mice that underwent IRI was statistically different from sham kidneys at every time point analyzed. PCA of these nine miR revealed that the expression profiles observed in samples from C57BL/6 mice undergoing IRI and sham controls are distinct. While these nine miRs do not describe a direction for sham samples, it is apparent that these miRs describe changes in IRI samples that are visually similar to those observed when all the miRs are analyzed. Interestingly, these nine miR do not describe a single direction as observed in the complete data set, but appear to vary in a single direction from day 1 through day 14, and then in a similar but separate direction thereafter. 

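In the first 3 PCs of the 9 miRs, the step of IRI from day 14 to day 30 was turned by 85.0° from the step from day 1 to day 14, with an SD of 7.44° when spots were resampled. Of 10000 random pairs of directions, as the steps of a random walk would give, 45.2% were turned as little. For 3 independent points, whose steps share the middle point, 16.8% were, a comparison chosen after the data were seen. With day 10 added the turn was 84.2°, and from the authors' processed values it was 91.4°.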

We suggest that this may reflect an initial response to injury that is then not maintained long-term. This is suggestive of a model in which a few biologically important miR may be responding in a protective fashion that is independent of the overall changes in miR expression which may have a single direction related to injury and death of the kidney. This also demonstrates that PCA in conjunction with statistical analysis of the direction of variance is a powerful tool to discern patterns of responses following injury.

Digital knockout provided a method to assess the contribution of any given set of miRs to the overall patterns that we have observed. In our digital knockout experiments the differences between the direction of miR expression changes in IRI and sham control groups remained significant. We point out that even though variance was clearly reduced, the differences between the direction of miR expression changes in IRI and sham control groups remained significant. This suggests that the distinction between sham and IRI groups can be detected by assessing expression of many different miRs underscoring the validity of using miR expression as a biomarker of IRI. While we have not yet determined which subset of miRs distinguish IRI and sham samples best, we suggest that this approach can be used to define such a data set, develop novel diagnostic tools and determine which miRs regulate biological processes related to IRI.

The analysis conducted here leads us to conclude that differential expression of miRs might serve as a biomarker of renal injury. However, in order for miR expression to serve as a biomarker it will be important to determine whether miR expression has prognostic value and whether miR expression returns to baseline following a healing response. In terms of translation into a clinical tool, it will be critical to examine whether differential expression of miRs can be observed in the blood or perhaps urine of subjects undergoing IRI. We believe that the data presented here support that notion that such endeavors are worthwhile. We also wish to point out that differential expression of miRs in the context of renal injury also has to potential to reveal the existence of molecular pathways that may be involved in the injury or repair response that can be manipulated to prevent damage or promote healing. Indeed, this type of analysis may reveal novel druggable targets.

## Methods

### Animals

10–12 week old male C57BL/6J, B6.129S7-*Rag1^tm1Mom^*/J (Jackson) and (C57BL/6J×C57BL/10SgSnAi)-[KO]*γc*-[KO]*Rag*2 (Taconic) mice were housed and handled in accordance with institutional policies and procedures. All animal experiments were approved by the Harvard Standing Committee on Animal Use, Protocol #04077.

### IRI and miR Microarray Analysis

Unilateral warm IRI was induced and miR expression analyzed by microarray as in [14]. All data is MIAME compliant and has been deposited in the Geo database. Accession numbers GSE29495.

### Mathematical analysis

#### Normalization

Our data consist of 29 time points organized into 6 time series. Each of these data point consists of expression levels for the 571 miRs of mmu-miRBase 10.0. We thus have
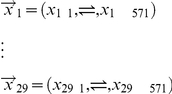
Expression levels below 200 were deemed to be below reliable detection. We thus took 
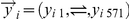
, where 
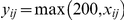
. We then normalized expression of each miR to its expression in naïve C57BL/6 mice. Taking 

 to be expression in naïve mice, we have 
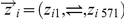
 where 

. Finally, we took the natural log of normalized expression giving 
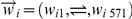
, where 

. Notice that if a miR never reaches the cutoff level of 200, it appears with the value 0 in each 

.

#### Digital Knock-out

Digital knock-out of a set *S* of miRs was performed by setting 
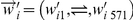
 where 
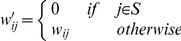
 prior to performing PCA.

#### Computations on the sphere

Given two points *A* and *B*, the displacement from *A* to *B* is their difference *B-A*. The direction from *A* to *B* is 

, where the vertical bars denote the Euclidean norm. When the points in question are in 3-dimensional space, **R** ^3^, this direction is a point on the unit 2-sphere, **S** ^2^. Given two points 

 and 

 on the 2-sphere, their distance on the sphere is the angle between them, that is, 
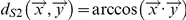
. We report these angles in degrees. Given a point 

 on the sphere, the disk of radius *r* around that point on the sphere consists of all points of the sphere within (spherical) distance *r* of 

.

We have considered time-series, e.g., days 1, 3, 5, 7, 14, 21, 30 of the warm ischemia treated C57 BL/6 mice or days 0, 1, 3, 5, 7, 14, 21, 30 of the sham treated C57BL/6 mice. Let 

 be the projection of such a series onto the first three PCs. This gives *n-1* directions
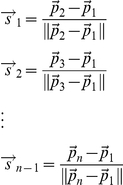
We take 

 and 

 to be the center and the radius of the smallest circle on the unit sphere which contains 

. 

 is not necessarily well defined. For example it can be taken to be either the north pole or the south pole if 

 all lie on the equator. However, this happens with probability 0. This computation is closely related to finding the spherical standard deviation of a set of points on the sphere. (See below.)

We used 

 to assess the hypothesis that 

 define a specific direction. We take as our null hypothesis, the assumption that this path is a random walk with the displacements 
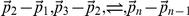
 drawn from the uniform distribution on the 2-sphere. We take as the *P*-value for the directionality of 

, the probability that a random walk of this form produces directions enclosed by a circle whose radius is no greater than 

.

We used Monte Carlo methods to assess this probability. We generate 10,000 such random walks. This required us to generate points on the 2-sphere randomly chosen from the uniform distribution. This can be done by choosing *x*, *y* and *z* according to the normal distribution with 0 mean and standard deviation 1 and dividing (*x,y,z*) by its norm.

Having generated a random walk 

, we needed to find the center and radius of the smallest circle containing the directions 

. To do this, we performed constrained minimization using Matlab's fmincon function, that is, we minimized maximum distance to 

 given that the center is constrained to lie on the 2-sphere. Functions such as fmincon are only guaranteed to find local minima. The local minimum found may depend on the initial value chosen as a candidate center and need not be the global minimum. Accordingly, for each set of directions, 

, we performed this minimization starting at each of the 8 points 

, thus giving an initial point in each octant. To test the reliability of this choice, we generated 1000 sets of points on the sphere and probed the efficacy of using these 8 points by generating 20 random starting points for each set. In each case, the 8-point method provided the minimum value to within the tolerance of fmincon. Perhaps surprisingly, starting at the (normalized) mean of 

, did not always converge to the minimum radius. We generated 10000 random walks and computed the minimum radius circle for each of these. We used the resulting distribution of radii to compute *P*-values.

Given a set of points 

, there is a closely related way for finding a center 

 and radius 

. Rather than finding the center which minimizes the angular radius of the smallest enclosing circle, we find the center which minimizes the root mean square of the angular distances to the points 

. The resulting radius is the spherical standard deviation of these points. The enclosing circle has the advantage of being visually clear. Spherical standard deviation has the advantage of being more robust with respect to outliers. We have used both here. (For further discussion of spherical standard deviation, see [15].)

Finally we note that we have described these computations in the context of 3-dimensional data resulting from the first 3 PCs of our time series, in which case the computations are carried out on the 2-sphere, S^2^. The same sorts of computations can be performed directly on our 144 dimensional data set in which case they are carried out on the 143-sphere, S^143^.

## Supporting Information

Movie S1 **Principal component analysis of miR expression following unilateral warm IRI.** Movie showing rotation of three-dimensional plot of the first three PCs for mice undergoing either a sham procedure (red line), or IRI (blue line). Samples for naïve C57BL/6 mice are shown as a black dot. Numbers shown represent the time point analyzed in days.
(MOV) Click here for additional data file.

Movie S2 **Distinct patterns of miR expression based on PCA are lymphocyte independent.** Movie showing rotation of three-dimensional plot of the first three PCs for C57BL/6 mice undergoing either a sham procedure (red line), or IRI (blue line), Rag-1^−/−^ mice undergoing either a sham procedure (solid grey line) or IRI (dotted grey line), or Rag-2/γc^−/−^ mice undergoing either a sham procedure (solid black line) or IRI (dotted black line). Samples for naïve C57BL/6 mice are show as a black dot. Samples for naïve Rag-1^−/−^ and or Rag-2/cγ^−/−^ mice are shown as grey and black stars, respectively.
(MOV) Click here for additional data file.

Movie S3 **PCA of nine differentially expressed miRs.** Shown is a three-dimensional plot of the first three PCs obtained by performing PCA on expression data for miR-21, miR-20a, miR-146a, miR-199a-3p, miR-214, miR-192, miR-187, miR-805 and miR-194 obtained for kidneys from C57BL/6 mice following IRI (blue line) or sham surgery (red lines).
(MOV) Click here for additional data file.

Movie S4 **PCA of miR expression data without the nine differentially expressed miRs.**Movie showing the rotation of a three-dimensional plot of the first three PCs obtained by performing PCA on all expression data obtained for kidneys from C57BL/6 mice following IRI (blue line) or sham surgery (red lines) in which we eliminated miR-21, miR-20a, miR-146a, miR-199a-3p, miR-214, miR-192, miR-187, miR-805 and miR-194 from the analysis. Samples for naïve C57BL/6 mice are show as a black dot with a red center. Numbers shown represent the time point analyzed in days.
(MOV) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

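Kidney miRs of C57BL/6 mice were measured in 17 samples, each a pool of 3 mice: naive kidneys, and kidneys after IRI or sham surgery on 8 days between day 1 and day 30. The paper uses 15 of them and leaves out both arms of day 10 without giving a reason. The methods give male mice and the sample labels female mice. How the RNA was prepared and the arrays were scanned is referred by the paper to its earlier work, which was not used here. Samples of immunodeficient mice were not analysed here, so no values stand at the paper's statements about them.

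The authors deposited the mean scanner intensity of each spot, without background correction or normalization, for 9 arrays. The authors also deposited a table with 1 processed value per miR and sample on a linear scale, whose making is not given in the sources used here. Each of its columns was compared with the scanner values. Its correlation over miRs with the intensity of its own channel, on the linear scale, was between 0.981 and 0.9996, and with that of the other channel of the same array between 0.834 and 0.956, so the columns follow the channels that their names give. The median value over miRs was 18 in naive, and by day 18 (1), 19 (3), 18 (5), 18 (7), 17 (10), 20 (14), 17 (21) and 20 (30) in IRI, and 18, 18, 19, 19, 19, 18, 18 and 19 in sham, in the same order of days. The processed values were 0.559 to 1.72 times the scanner signal over background on the 2-colour arrays and 4.55 times on the naive array. The scale and direction are therefore known, and how the arrays were brought to a common level is not.

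From the scanner intensities, background was corrected with normexp (limma's backgroundCorrect, offset 50) fitted on all spots of a channel, and the 6 spots of each miR were averaged. The channels of each 2-colour array were normalized by loess with control probes at weight 0. The mean log2 intensities of the 8 arrays and the log2 intensity of the naive array were quantile-normalized, and both channels were rebuilt from the normalized mean and the log ratio. The quantile step gives the naive array the same distribution as the others although it was hybridised alone and had the lowest signal. Values under 200 were set to 200, divided by the naive value and put on the natural log scale, as in the paper's methods. The PCA was centred and not scaled, a choice that the methods do not state. Directions, smallest enclosing circles, spherical means, spherical standard deviations and discriminations were computed in Python, in the first 3 PCs or over all detected miRs, with sham seen from naive and IRI seen from its day 1. Radii were set against 10000 random walks of unit steps. The paper's text does not describe the null behind the Monte Carlo test of the discrimination, and its supplement was not used here, so 10000 pairs of independent random walks were taken. This is not a null of equal directions, so a large share does not show that the arms are alike. A sign-flip test over days was planned for the distance of IRI from its day 1 beyond that of sham, and is not used, since all distances of an arm share 1 day 1 sample.

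IRI and sham were compared with limma on the log2 IRI/sham ratio of each array, without the floor, over the 159 detected miRs, which makes the array a block and the days the replicates. The mean ratio was tested against 0, and the slope of the ratio over log2(day) against 0, with Benjamini-Hochberg adjustment and a threshold of 0.05. Each IRI sample was Cy3 and each sham sample Cy5, so that a dye bias at a probe cannot be removed from the mean ratio, whereas one that is equal on all arrays cancels in a slope. Single miRs were also tested by exact permutation. The miRs named are the 9 that the paper names, the 5 highest and 5 lowest mean ratios among those past the threshold with the same sign on all 7 arrays, and the 3 largest positive and 3 largest negative slopes past the threshold. Only 2 negative slopes passed. A miR below background in every sample of an arm was given only a bound, taken from the weakest miR above background.

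With 1 sample per arm and day there is no SD between replicates of a day. The spread used to say whether a value moved under an alternative is therefore a jackknife SD over the days, which holds the change with time as well as error. The spread between spots, from 100 resamplings of the spots with both channels of an array drawn together, was smaller in most results and covers the array only. For the turn of the 9 miRs it was larger, at 7.44° against 2.67° over the days. The alternatives were the authors' processed values, plain background subtraction, median scaling of the channels, floors of 100 and 400, a filter on the mean signal, day 10 added, each day left out in turn, the median of the spots, unit variance in the PCA, other centres of projection, other null models, no block for the array, a floor before the ratio, an intensity trend with robust variance, and day in place of log2(day).

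Spike and 5S control probes were kept out of the tests and used as a check of the channels. The scripts were tested on simulated data. In simulations of the mean ratio over 159 miRs, of which 40 were changed by a log2 ratio of 1, 93.5% of the changed miRs were recovered and 5.13% of the calls were false. For slopes of 0.5 over the same number of miRs the shares were 87.1% and 4.77%. The simulated noise was normal, independent and free of dye bias, with the SDs left after a slope over log2(day) was removed. In the data, a change with time stays in the error of the mean ratio. The shares for the mean ratio may therefore be better than the data allow. All of 200 circles of known radius were recovered, and 5.80% of 500 random walks of 7 steps had a share under 0.05. The gene table used for names and neighbours is that of the assembly GRCm38.p6. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 were used.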

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

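The tests of the control probes against the slopes, and of a constant dye bias against the slopes of miR-146a, miR-146b and miR-199a-3p, were chosen after the slopes had been seen, as were the count of miRs that differ and also have an unadjusted slope and the repeat of the test for far values with day 10, and the slopes of miR-805, miR-194 and miR-187 were looked at in the same way. The other tests here were set before the data were examined.

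In 28 groups of 7 or 8 values tested for a value far from the others, 2 stood out, where chance gives about 1 in 20. The log2 IRI/sham ratio of miR-187 was 0.65 on day 1, and its other values on the paper's days lay between -1.44 and -0.80. The gap made up 0.690 of the range, against a critical value of 0.568. The ratio of miR-155 was 2.84 on day 5, and the next value was 1.63, a gap of 0.683 of the range. With day 10 among them, miR-187 no longer stood out, since its ratio on that day was -0.12 and the gap fell to 0.366 of the range, against a critical value of 0.526 for 8 values. The gap of miR-155 was then 0.617. The number of such values is close to what chance gives, and with 1 pool per day no replicate can tell a property of the day from one of the pool or the array. For miR-187, the day in question is the first after surgery, so a change with time is an open biological explanation. Its slope of -0.34 per log2 of the day did not pass adjustment (adjusted p 0.0975, limma).

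The log2 IRI/sham ratio changed with time in 5 miRs at an adjusted p under 0.05 (limma, slope per log2 of the day), and in 32 at an unadjusted p under 0.05. It rose in miR-146b, by 0.73 per doubling of the day, in miR-146a, by 0.70, and in miR-199a-3p, by 0.39. The slopes of miR-451, at -0.81, and miR-486, at -0.61, were below 0. When the days were shuffled over the arrays, 2 of 100 orders, the real one included, gave as many, and the median of the shuffled orders was 0, so that chance seldom gives this number. A bias of the dyes that is equal on every array leaves no slope, and the smallest slope of the 3 rising miRs, 0.39, argues against it as the whole difference in them, most firmly in miR-146a. The probes of miR-146a and miR-146b differ at 2 positions, so their slopes may come in part from 1 transcript. The slope of miR-146b passed in 8 of 16 alternatives and that of miR-199a-3p in 5 of 16, all with the same sign. The slopes of miR-146a, miR-451 and miR-486 passed in all 16.

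Of 13 spike and 5S control probes tested, 12 had ratios that fell with time, with a median slope of -0.30. None passed adjustment (smallest adjusted p 0.175, exact permutation test), and the probes share the same arrays, so they are not independent. A drift between the channels of this kind goes against the rise of the 3 miRs. For miR-451 and miR-486 it goes the same way. The channels were matched by loess on the miRs alone, however, and the median slope over all detected miRs was 0.0021. A drift shared by all probes is therefore not seen in the miRs, which argues against it as the source of their fall. A drift limited to some probes stays open, and so does a change in the kidney with time. How much spike was added to each sample is not known here.

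Day 10, which the paper does not use, was compared by the sign of the ratios, and their sizes varied. The log2 ratio on day 10 was 0.13 for miR-146b and 0.15 for miR-20a, against means of 1.82 and 0.90 over the paper's days. It was 3.37 for miR-21 and 2.40 for miR-15b, against 2.38 and 1.40. The IRI sample of day 10 had 124 miRs above background, the fewest of all samples. Of the 46 miRs that differed over the paper's days, 42 had the same sign on day 10, against 77 of the 113 others, and all 9 named miRs had it. A dye bias of the probes would also give the same sign on day 10, so these values do not separate it from the surgery. Of the 46, 37 lie outside the 9 miRs that the paper names. Of the 64 ways to swap IRI and sham within arrays, 1, the real one, gave as many as 46, so chance alone does not account for the number. A bias of single probes between the dyes cannot be told apart from the surgery for most of the 46, since no array had its dyes swapped. The planned measure for it was the number of slopes past the threshold, 5 against a median of 0 in shuffled orders, but only 3 of the 5, those of miR-146a, miR-146b and miR-199a-3p, are among the 46. In a measure chosen afterwards, 11 of the 46 had a slope at an unadjusted p under 0.05, against a median of 2 in shuffled orders, of which 4 of 100 had as many. These counts do not decide beyond the 3 miRs. Among the other 43, miR-805 (-0.63), miR-194 (-0.26) and miR-187 (-0.34) had slopes with limma adjusted p of 0.00734, 0.00827 and 0.0166 over the 9 miRs of the paper alone, and of 0.0648, 0.0650 and 0.0975 over all detected miRs. From the authors' processed values the latter were 0.0353, 0.0428 and 0.0570 (limma). This goes some way against a constant bias as the whole difference in these, while the fall has the direction of the control probes. For the remaining 40 a constant bias stays open. They include miR-377, whose slope had an adjusted p of 0.0943 here and 0.00354 from the authors' processed values (limma), but which was not above background in any IRI sample, so that its slope decides nothing.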

How the results depend on the processing

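The alternatives that join the authors' processed values with another centre were chosen after seeing the data, and the others were set before the data were examined. Except where a cause follows from the construction of an alternative, the cause of a change was not tested.

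The angle on day 1 stayed within its spread under all 15 alternatives (8.64° to 25.2°). The IRI circle over all detected miRs kept its side of 0.05 under all 18, none of which sets its centre at a later day. Seen from day 3, chosen after the data were seen, it was 49.9° with every random walk in one as small, and seen from day 5 and day 7 the shares were 0.0511 and 0.7529, so it does depend on its centre. The sham circle of the 9 miRs kept its side, at a share of 0.0533 or more, under all 20. The discrimination in the first 3 PCs kept its side under 17 of 21 alternatives and over all miRs under 16 of 20, and changed only where the centre of projection was changed.

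With both arms seen from naive, the discrimination was 1.97 in the first 3 PCs, 1.21 over all miRs and 1.68 after the digital knockout, no longer past 0.05. With both seen from their own day 1 it was 1.86, 2.54 and 2.01, and the sham radius was 55.5°, 40.6° and 52.9°, all no longer past 0.05. With the authors' processed values and both arms seen from naive, the discrimination was 1.69, 1.10 and 0.908, and the IRI radius in the first 3 PCs was 20.9° (share 0.0509). With these values and both seen from day 1, the discrimination was 1.06, 2.27 and 1.63, and the sham radius 78.5°, 41.4° and 61.1°.

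Random walks with the observed step lengths leave the radii as they are and raise the shares above 0.05: in the first 3 PCs at 12.3° for sham (0.1328) and 15.2° for IRI (0.1591), and after the knockout at 12.1° (0.0991) and 16.4° (0.2470). Independent points in place of a random walk took the IRI circle of the 9 miRs, at 24.8°, under 0.05 (0.0305).

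The authors' processed values gave a sham radius of 26.8° in the first 3 PCs and 30.4° after the knockout, both with shares above 0.05, a turn of the 9 miRs of 91.4°, 28 miRs that differ (19 higher, 9 lower, 26 of them among the 46) of 112 tested, and 8 slopes. Median scaling brought all 569 miRs over the floor, and gave 87.5% and 98.4% of the variance in 3 and 9 PCs, a turn of 92.3°, an IRI radius of 17.9° and a discrimination of 6.77 for the 9 miRs, both now past 0.05, and 12 slopes. Spot resampling moved the turn by 7.44° (SD), more than most of its changes between settings. A floor of 100 kept 389 miRs and one of 400 kept 99, and the filter on the mean signal 100. With the floor of 100 the IRI radius after the knockout was 19.4° (share 0.0527). Unit variance in the PCA gave 60.0% and 91.3% of the variance, a turn of 71.2°, and IRI radii of 19.3° in the first 3 PCs (0.0515), 21.3° after the knockout (0.0746) and 17.0° for the 9 miRs (0.0247). Adding day 10 gave 95.3% of the variance in 9 PCs and a sham radius of 22.1° after the knockout (0.0521).

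With each day left out in turn, the number of miRs that differ was between 19 and 50 (20 without day 7 or day 14, 19 without day 21, 25 without day 30), and the number among the 9 between 3 and 9 (4 without day 7, 3 without day 14 or day 21, 5 without day 30). The number of slopes was between 3 and 17 (17 without day 1, and 3 without day 3, day 7 or day 30). The variance in 3 PCs was between 70.6% and 77.3% and in 9 PCs between 97.5% and 98.3%, where fewer samples leave fewer PCs, and the turn between 82.2° and 85.8°. The IRI radius of the 9 miRs was between 15.96° and 25.0° and the discrimination between 3.21 and 7.18, the IRI radius without day 30 and the discrimination without day 30 being past 0.05. The IRI radius after the knockout was between 9.37° and 19.6°, no longer past 0.05 without day 3, day 14 or day 21. The distance of IRI from its day 1 beyond that of sham was between 2.93 and 4.05, above 0 in each case. Without day 1 there is no centre for IRI, and no value for it.

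A floor of 200 set before the ratio left 19 miRs that differ (14 higher, 5 lower), 5 of the 9 and 3 slopes, and a mean log2 ratio of 0 for miR-188-5p. By construction, a pair of values at the floor has a log2 ratio of 0. The median of the spots gave 3 slopes, an intensity trend with robust variance 9, and day in place of log2(day) 12. Among single miRs, none changed sign. Those that lost their place past the threshold most often were miR-200b and the slope of miR-199a-3p, each in 11 of 16 alternatives, and miR-214, in 9 of 16.

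The array is a block in the ratios, since both pools of an array share its spots and its day. With no replicate block, the pairing by array ignored, 53 miRs differed, 40 of them among the 46, and 11 had a slope.

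Signal over background limits the weak miRs: 104 of 569 were above background in all 17 samples. Naive had the lowest signal and the largest spread between spots, and it is the centre from which sham is seen. It cancels over all detected miRs where an arm is seen from its own day 1.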

Differences from the paper's values

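A value is counted as different where it lies more than 1.5 times and by more than its spread from the paper's; a value within this rule need not be close.

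Radius of sham in the first 3 PCs: the paper gives 21.7°, and the value here was 12.3°. Among the alternatives set before the data were examined, the value came within this rule with the authors' processed values, a floor of 100, day 10 added, unit variance in the PCA, and with day 1, day 5 or day 21 left out. Of these, only day 10 added (20.9°) and day 1 left out (17.9°) were within the spread of 4.83°. A floor of 100 (14.8°), day 5 left out (14.9°), day 21 left out (14.8°) and unit variance (16.04°) stayed below the paper's value by more than the spread, and the authors' processed values were above it (26.8°). The difference remained with plain subtraction, median scaling, a floor of 400, the filter on the mean signal, the median of the spots, day 3, day 7, day 14 or day 30 left out, sham seen from its own day 1, and both other null models, which leave the radius as it is.

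Share of random walks for sham in the first 3 PCs: the paper gives 0.06, and the share here was 0.0014. It differed from the paper's under every alternative set before the data were examined. In the paper, sham did not appear to have a direction in the first 3 PCs. The share was on the paper's side of 0.05 with the authors' processed values (0.1504) and with random walks of the observed step lengths (0.1328). It was also on that side with sham seen from its own day 1 (0.7669).

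Share for IRI in the first 3 PCs: the paper gives 0.0069, and the share here was 0.0131. With each later day left out in turn it was between 0.0026 and 0.0393. The paper's value lies within this range, so the difference is not beyond the spread between days. The share came within the rule with the authors' processed values, plain subtraction and day 30 left out, among the alternatives set before the data were examined, and remained under the others.

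Share for the discrimination in the first 3 PCs: the paper gives 0.005, and the share here was 0.0005. It came within the rule with the authors' processed values, unit variance in the PCA and day 21 left out, and remained under the other alternatives set before the data were examined.

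Share for sham over all detected miRs: the paper gives 0.0001, which is 1 of 10000 walks, and the share here was 0, so the values are 1 walk apart, the finest step that 10000 walks resolve. It differed under every alternative set before the data were examined, with 0.0033 from the authors' processed values.

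The other values that the paper states were within the spread or within 1.5 times. The paper counts 571 miRs on the array and 144 kept, and 569 and 159 were found here. The rules behind the kept miRs may not be alike. The paper's results describe a filter on the mean signal, and its methods a miR that never reaches the cutoff. The 159 follows the latter, and the filter on the mean signal left 100. From the authors' processed values the radii over all detected miRs were 29.6° and 23.0°, where the paper gives 29.4° and 23.8°, and the discrimination was 4.25, where the paper gives 4.2. The paper states that the 9 miRs differ at every time point. Of the 63 values by miR and day, 62 were beyond 2 standard errors of their spots, and 57 had the sign of the mean ratio.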

Other observations

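The tests of either arm seen from a day after day 1, of random sets of miRs in settings other than the main one, and of the naive array being hybridised alone, and the alternatives that join the authors' processed values with another centre of projection, were chosen after the values had been seen. The other tests here were set before the data were examined.

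The separation of sham and IRI on the sphere depended on where each arm was seen from. Sham was seen from naive and IRI from its day 1, and the angle between them was then 111° in the first 3 PCs. With both arms seen from naive it was 23.2°, below the 45° set as the criterion, and the discrimination fell from 10.4 to 1.97. The authors' processed values gave a discrimination of 1.69. With each arm seen from its own day 1, however, the angle was 82.3°, and 90.5° over all detected miRs, and the discrimination was low because sham then had a wide spherical standard deviation, of 44.3°. Naive lay far from all other samples, which may narrow the angles seen from it, but they were not all small. On day 30, IRI and sham seen from naive were 44.9° apart over all detected miRs and 87.1° in the first 3 PCs of the 9 miRs. In the first 3 PCs, the angle between the mean directions was 23.2° from naive and 82.3° from each own day 1. Sham seen from its own day 1 did not lie in a narrow circle (share 0.7669), so its mean direction there is poorly defined. Unrelated directions can also lie this far apart, so the 82.3° does not count against the different centres. The values therefore do not decide between the different centres and a true difference in direction as the source of the large angle. Seen from naive, the angle between IRI and sham of the same day was 15.5° on day 1 and 41.2° on day 30 in the first 3 PCs. Over all detected miRs it was 32.0° on day 1, between 20.5° and 34.4° from day 3 to day 21, and 44.9° on day 30. The distance between IRI and sham over all detected miRs was 7.14 on day 1. Of the later days, only day 30 had a larger one, at 8.84. IRI lay farther from its day 1 than sham on each later day. The mean difference was 3.34 in the first 3 PCs and 1.08 over all detected miRs. These distances from day 1 all rest on 1 day 1 sample per arm.

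A candidate explanation for the narrow sham circle is the naive array as its centre. Seen from sham day 1, a share of 0.7669 of random walks lay within a circle as small as that of sham. Seen from later sham days the share was 0.1968 (day 3), 0.8994 (day 5) and 0.0093 (day 7, 3 points within 8.37°). All were above the 0.0014 seen from naive, but that of day 7 stayed under 0.05. Its radius cannot be set against the 12.3° of 7 points seen from naive, since random walks with fewer points had narrower circles. From the authors' processed values the share was 0.1504 from naive, 0.1187 from day 5, and 0.5186 or more from day 1, day 3 and day 7. The mean shift of all samples from naive made up 86.4% of their squared distance from it, and 80.0% in the authors' processed values, and IRI seen from naive also lay within a narrow circle, of 17.4°. Over all detected miRs, sham seen from its own day 1 had a radius of 40.6°, where independent points around a mean gave a median of 40.5°.

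Naive stood apart from every other sample. Its distance to the others over all detected miRs was between 9.52 and 13.1 in units of the natural logarithm, and the largest distance between any other samples was 8.84. Resampling the spots moved naive by 2.56, or 26.8% of the distance to the nearest sample, which argues against noise between spots as the whole distance. That the array was hybridised alone, in 1 channel, with a mean signal over background of 208.7, the lowest of all, cannot be told apart from a true difference between naive and operated kidneys, since no other naive sample was analysed here. An effect of surgery common to both arms stays open as a biological explanation.

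The narrow IRI circle may rest on the place of day 1. Seen from day 3, the later IRI days lay within a circle of 73.7°, and a share of 0.9389 of random walks did so. From the authors' processed values the circle was 64.1°. Seen from day 5 it was narrow again, at 19.9°, with a share of 0.1440 over 4 points. The circle seen from day 3 was 49.9° over all detected miRs, and every random walk lay within one as small, and the shares seen from day 5 and day 7 were 0.0511 and 0.7529. Points seen from a sample that lies apart from them can lie close together on a sphere, whether or not they move on in a common direction. Day 1 is also the time before the change that the paper describes, so that a step between day 1 and day 3 is an open biological explanation, which a pool per day cannot tell from a property of the day 1 array.

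The 9 miRs did not separate the arms more than most other sets of miRs in the main values. Of 1000 random sets of 9 detected miRs outside the list, 73.3% gave a discrimination as large as their 3.45, and the median was 4.86. The discrimination of the 9 rose to 7.18 without day 30, where 19.9% of 1000 random sets gave as much, and to 6.77 with median scaling, where 44.3% did. In the other settings compared, 49.8% or more did. The 9 carried 26.8% of the squared difference between IRI and sham, so they differ strongly in level. The discrimination measures directions and not levels, and the values suggest only that this measure does not single out the 9.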
